# Host-Microbiota Interactions in Ileum and Caecum of Pigs Divergent in Feed Efficiency Contribute to Nutrient Utilization

**DOI:** 10.3390/microorganisms8040563

**Published:** 2020-04-14

**Authors:** Henry Reyer, Michael Oster, Ursula M. McCormack, Eduard Muráni, Gillian E. Gardiner, Siriluck Ponsuksili, Peadar G. Lawlor, Klaus Wimmers

**Keywords:** residual feed intake, gene expression, caecum, ileum

## Abstract

The composition of the intestinal microbiota plays an important role in the digestion and utilization of nutrients and for gut health. Low-fiber diets stimulate digestion and absorption processes, predominantly in the upper region of the gastrointestinal tract, thereby increasing the conversion of feed into body weight. As a consequence, the chemical composition of digesta after duodenal and jejunal absorption processes and passage has a limited complexity affecting colonization and molecular profiles of enterocytes in the hind gut. To decipher ileal and caecal microbial ecosystems and host transcriptional profiles that are beneficial for effective use of the remaining nutrients, pigs differing in feeding efficiency were studied. Biological functions that were consistently enriched at both the gene and microbiota levels comprise immunity-related processes, which ensure the integrity of the gastrointestinal tract. In addition, the differential abundance of certain genera, including *Rothia*, *Subdoligranulu*, *Leeia* and *Cellulosilyticum*, reflects the establishment of a microbial profile that supports the digestion of endogenously indigestible dietary components in highly feed-efficient pigs. Overall, the results indicate the potential to promote these beneficial functions and further improve feed efficiency through manipulation of dietary and probiotic strategies.

## 1. Introduction

Over the last decade, intestinal and faecal microbiota in pigs have been analyzed with the emphasis on their effect on animal health and pig growth, including in particular traits related to feed efficiency (e.g., [1,2]). The composition of the microbiota plays an important role in the degradation of fiber, the education/programming of the immune system, the suppression of pathogens by competition and secretion of antimicrobial compounds, and the supply of energy equivalents and vitamins such as butyrate and vitamin K_2_. As well as developing strategies to modulate the microbiota composition and fermentation processes by feeding, e.g., prebiotics and probiotics, a major research focus is to elucidate the host-microbiota interaction and the establishment and differentiation of specific enterotypes. Microbial colonization is influenced by diet, age, and the segment of the gastrointestinal tract sampled, as well as their interaction [3]. Consequently, the spatiotemporal abundance of several microbial taxa has been correlated with feed efficiency traits in pigs [2,4]. In particular, microbes, which enable the host to use dietary proteins and carbohydrates efficiently, and those that promote intestinal health, are proposed as the most important contribution to increasing feed efficiency [4,5].

Genetic factors of the host are thought to strongly influence the abundance of distinct bacterial species or clusters of related taxa [6]. Gene expression profiling has been shown to be a very effective tool for investigating the molecular dialogue between intestinal epithelial cells and microorganisms [7,8]). These studies revealed a number of host genes expressed in the gastrointestinal mucosa, which contribute to the repertoire of the host to shape intestinal microbiota composition. Moreover, the transcriptome of intestinal cells determines intestinal morphology (e.g., villi and crypt size), intestinal barrier function (e.g., expression of mucin and tight junction encoding genes), nutrient digestibility, and absorption processes (expression of intestinal nutrient transporters) [9,10,11,12]. Other investigations provide evidence that these regulations are bidirectional and that microbial taxa can alter the host transcriptome. About ten percent of the host’s transcriptome is expected to be microbially regulated, mainly affecting genes involved in immunity, cell proliferation, and metabolism [13]. At the local level, this might help create a favorable intestinal environment for certain microbes, whereas at the systemic level effects on the brain are also assumed [14].

The current study examined the abundance of microbial taxa in ileum and caecum digesta and the transcriptomic profiles of the corresponding intestinal mucosa of pigs classified as exhibiting low and high feed efficiency (expressed as residual feed intake, RFI). The contribution of the ileum and caecum to feed efficiency is of particular interest considering the use of low-fiber concentrate diets in pig production, which stimulate digestion and absorption processes predominantly in the upper part of the gastrointestinal tract. Through the integration of information on affected host pathways and predicted functions of commensal microbiota, the objective here was to identify gene clusters that correlate with the occurrence of specific microbial taxa in pigs divergent for feed efficiency. Consequently, it may then be possible to use host-microbiota interactions in exploiting intestinal microbial composition as a predictive parameter for feed efficiency.

## 2. Materials and Methods

### 2.1. Animals and Tissue Sampling

The animal trial was approved by the animal ethics committees of Teagasc (TAEC9/2013) and Waterford Institute of Technology (13/CLS/02) and was licensed by the Irish Health Products Regulatory Authority (AE1932/P004). The study procedures complied with the European Union Directive 2010/63/EU on the protection of animals used for scientific purposes. The trial group comprised 138 pigs from a Large White x Landrace cross, and was described in detail by McCormack et al. [15]. In brief, after weaning at day 28, intact litters were grouped in pens of 10–13 pigs/pen. Pens were equipped with feed intake recording equipment (FIRE) feeders (Schauer Agrotronic, Wels, Austria) and pigs had ad libitum access to feed and water. Based on phenotypic data collected weekly, namely body weight, back fat and muscle depth (ultrasonic measurement), residual feed intake (RFI) was calculated at 120 day of age. The most divergent animals within litter and sex were selected and classified as low RFI (high feed efficient) and high RFI (low feed efficient) pigs. Slaughter and tissue collection of 20 high and 20 low RFI pigs took place around day 134 of life. Intestinal samples were taken 15 cm proximal to the ileo-cecal junction (ileum) and from the terminal tip of caecum. The digesta was taken from the 5 cm long segment in a sterile tube. The mucosa was scraped off with a glass slide after washing with phosphate-buffered saline. Samples were snap-frozen and stored at -80°C until extraction of nucleic acids.

### 2.2. RNA Extraction of Tissues Samples

For RNA extraction, ileal and caecal samples from 10 high (mean RFI = 1604 g/day) and 10 low (mean RFI = −515 g/day) RFI pigs were selected. The selection of pigs was balanced for litter origin and sex. The frozen tissue was pulverized with mortar and pestle, and RNA extraction was performed with TRI reagent (Sigma-Aldrich, Taufkirchen, Germany). After this initial RNA extraction according to the manufacturer’s instructions, a DNase digestion and subsequent RNA purification was performed using DNaseI (Roche, Mannheim, Germany) and a column-based RNA extraction kit (NucleoSpin RNAII, Macherey-Nagel, Düren, Germany). For quality and quantity assessment, the extracted RNA was separated on agarose gel to check integrity, and was measured using the NanoDrop ND-2000 (Thermo Fisher Scientific, Dreieich, Germany).

### 2.3. RNA Expression Microarray Preparation and Processing

RNA samples were processed using the Affymetrix WT Plus Expression Kit (Affymetrix, Santa Clara, CA, USA) following the manufacture’s recommendations. Subsequently, samples were hybridized to the snowball microarray (Affymetrix, Affymetrix, Santa Clara, CA, USA), which contains 47,845 probes specific for the porcine transcriptome [16]. Microarrays were scanned with the Affymetrix GeneChip Scanner 3000 (Affymetrix, Affymetrix, Santa Clara, CA, USA). The probe-to-probeset assignment and corresponding annotation information for the snowball array were generated using the workflow according to Hadlich et al. [17]. Therefore, genomic information of the *Sus Scrofa* 11.1 genome map was retrieved from Ensembl (release 93) and NCBI (both accessed in August 2018) to create a custom layout file (cdf file).

An initial quality assessment (R package arrayQualityMetrics) of the intensity data was applied. The raw intensity data was normalized using the robust multichip average approach implemented in the affy R package. In order to increase the predictive capacity, inappropriate probe-sets were excluded based on mean and standard deviation. Specifically, this refers to probe-sets with a mean less than the 5% quantile among all samples and those having a standard deviation of more than the 95% quantile within each experimental group. Raw data is accessible at the National Center for Biotechnology Information Gene Expression Omnibus database (available at: www.ncbi.nlm.nih.gov/geo) (accession numbers: GSE142438).

### 2.4. 16S rRNA Amplicon Sequencing and Metagenomics Prediction

Complementary data for ileal and ceacal microbiota composition based on the V3-V4 region of the 16S rRNA sequence were taken from a previous study [15]. Raw sequence data are available in the European Nucleotide Archive (PRJEB22209). Of the 20 samples per intestinal segment, four ileum (two high RFI and two low RFI) and three caecum samples (one high RFI and two low RFI) were not included in the analysis due to the unavailability of sample material or failure of DNA extraction. Data processing followed the Quantitative Insights Into Microbial Ecology (QIIME) pipeline (version 1.9.1, available at: http://qiime.org/). The split libraries script was used with default parameters to check quality of sequences. The sequences were cleaned for chimeras with USEARCH (version 7, available at: https://www.drive5.com/usearch). Operational taxonomic units (OTU) were deduced based on 97% sequence homology using the de novo OTU picking approach. Data was summarized at phylum, family and genus level using the SILVA 16S specific database (version 111, available at: https://www.arb-silva.de). In addition, the PICRUSt software was used to predict metagenomes based on the normalized OTU tables and to subsequently categorize their putative functions [18]. Therefore, the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Clusters of Orthologous Groups of proteins (COGs) databases were employed. Functions, which showed a low relative abundance (<0.01 %) among all samples of an intestinal section were excluded from further analysis.

### 2.5. Statistical Analysis

Microarray data was analyzed using the limma R package. The statistical model accounted for experimental factors, including the effect of sow (also representing the pen as experimental unit) and slaughter batch. Contrasts were retrieved based on RFI classification. Exclusively probesets with a *p*-value < 0.05 were considered as significantly differentially abundant and used for downstream data integration. Initial evaluation of genes was performed using ingenuity pathway analysis (IPA) to derive involved canonical pathways. Pathways with a *p*-value of less than 0.05 were reported excluding pathways of the IPA ‘cancer’ category.

To identify differentially abundant taxa between high and low RFI groups, data from 16S rRNA sequencing were analyzed at genus level using the DESeq2 package in the R environment. Very low abundant taxa, which had less than two observations in more than half of the samples, were excluded. Sow was included as a fixed effect in the statistical model. Differences in genera abundance with an adjusted *p*-value < 0.05 and < 0.1 were considered as significant and tending to be significant, respectively.

Data integration was conducted for the two intestinal sites by combining expression values of differentially abundant genes and the composition of the commensal microbiota at genus level employing the sparse partial least squares (sPLS) regression approach embedded in R package ‘mixOmics’ (version 6.6.2, available at: http://mixomics.org) [19]. The sPLS regression analysis showed correlations between the microbial composition and differential gene expression in order to derive interrelations in the context of divergent RFI. Initially, very low abundant taxa were removed from the microbial dataset as described above and significantly differentially abundant genes were selected from the RNA expression dataset. Subsequently, the two datasets were transformed with centered log ratio (CLR) transformation. Based on the results of sPLS regression, the first two components were selected. In each component 100 genes and 10 taxa were visualized in a clustered image map. Functional categories based on predicted metagenomic profiles were compared between low and high RFI groups using the Welch’s t-test implemented in STAMP version 2.1.3 [20].

## 3. Results

The microbial community analysis revealed differences at the genus level between high and low RFI animals only for taxa with very low abundance (Table 1). Out of the 93 genera included in the analysis of ileum, five were found to differ significantly between groups. For caecum samples, six out of 135 genera were found to be differentially abundant between experimental groups, with all six genera having a higher relative abundance in the low RFI group compared to high RFI pigs. For ileum, the differences in abundance were most prominent for *Saccharopolyspora* and *Rothia*. Functional prediction analysis showed minor differences in flagella assembly and motility protein abundance between experimental groups (Figure 1). Regarding the metabolic profile of the ileal microbial community, differences were solely observed for nitrotoluene degradation and taurine and hypotaurine metabolism. For the caecum, OTUs assigned to the unidentified rumen bacterium RFN43 genus showed the highest significant difference in relative abundance between groups (Table 1). Additionally, *Leeia* was found to be differentially abundant in the context of divergent RFI and represented the genus with the highest relative abundance among the differentially abundant taxa identified in both intestinal sites. Based on functional prediction analysis, the bacterial movement, represented by chemotaxis, was down regulated in the caecal digesta samples from the low RFI group (Figure 1). In both intestinal sites the microbial community analysis revealed a slight increase in functions dedicated to DNA repair mechanisms in low compared to high RFI pigs.

The analysis of transcript abundance between high and low RFI pigs revealed 1171 (representing 965 annotated genes) and 1231 (representing 1007 annotated genes) differentially abundant probesets in ileum and caecum mucosa, respectively. 

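Mucosa of the ileum from 20 pigs slaughtered around day 134 of life was analysed, 10 of low RFI and 10 of high RFI, with 1 snowball array per pig. The pigs came from 5 litters, and each litter gave 1 low and 1 high RFI pig of either sex, which makes 10 litter-by-sex pairs. The arrays of the caecum are not analysed here. The authors reassigned the probes on the Sscrofa11.1 genome and summarised them by the robust multichip average, so the deposited values are on the log2 scale. Of the 47845 rows, 25092 held a value on all 20 arrays and 22753 held none. The medians of the arrays lay between 4.98 and 5.07, and the correlation between 2 arrays lay between 0.948 and 0.974. Gene names were taken from the platform annotation, which can be older than the authors' own assignment: 16361 of the filled rows had 1 symbol and 8731 had none, and 331 symbols were updated through synonyms. The paper's filter was then applied, read as leaving out probesets with a mean under the 5% quantile or with an SD over the 95% quantile in at least 1 RFI group. It left 22136 probesets, of which 14732 carried a symbol, for 9758 genes. Low RFI was compared with high RFI by limma with the sow as a fixed term, and a positive log2 fold change means a higher value in low RFI pigs. The slaughter batch of the paper's model is missing from the labels and was left out. The threshold was the paper's unadjusted p under 0.05, and the adjusted p is that of Benjamini and Hochberg over all probesets tested. The labels name Qiazol with an RNeasy column and the Ambion WT and WT Terminal Labeling kits, whereas the paper names TRI reagent with NucleoSpin RNAII and the WT Plus kit. The number of arrays limits the precision.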

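TSPAN5, a tetraspanin of the cell membrane on chromosome 8 of Sscrofa11.1 (121657320 to 121843296), had the smallest p of all named genes. Its log2 value was 5.59 ± 0.29 (SD, n = 10) in low and 4.95 ± 0.45 (SD, n = 10) in high RFI pigs, and it was higher in 10 of 10 pairs (log2 fold change 0.64, standard error 0.11, p = 1.39e-05, adjusted p = 0.286 from limma). The stress kinase MAPK8 had a log2 fold change of 0.66 (standard error 0.14, p = 0.000196), but only this 1 of its 4 probesets passed, 1 had the opposite sign, the most abundant had 0.10 (p = 0.437), and the mean of its probesets did not pass (0.16, p = 0.0728). The largest rise of a named gene was that of CSMD2, a transmembrane protein with complement-type domains, at 1.08 (standard error 0.23, p = 0.000139, 9 of 10 pairs), whose other probeset had the opposite sign. On the other side stood MCM4, a subunit of the helicase that starts DNA replication, with 4.74 ± 0.73 (SD, n = 10) in low and 5.52 ± 0.46 (SD, n = 10) in high RFI pigs. It was lower in 10 of 10 pairs (log2 fold change -0.78, standard error 0.25, p = 0.00521). A probeset named MIR126, a microRNA, by the platform annotation alone, on a sequence of unknown chromosome, was lower by the same measure in 10 of 10 pairs (-0.68, standard error 0.13, p = 5.42e-05, adjusted p = 0.40), at log2 values of 1.78 and 2.46, just above the filter's lower limit of 1.75. The synaptic scaffold gene DLG2 was also lower in 10 of 10 pairs (-0.62, standard error 0.16, p = 0.00109), as were PPP2R1A, a scaffold subunit of protein phosphatase 2A (-0.71), and BEX5 (-0.71) in 9 of 10. Further genes with a large rise were KRR1, of ribosome assembly, at 0.87, EZH2, a histone methyltransferase, at 0.76 (with the mean of 1.75 in high RFI pigs at the filter's lower limit, so that its size is uncertain), and RPL34, of the large ribosomal subunit, at 0.71, where 1 low RFI pig lay far below the others. Apart from TSPAN5 and MIR126, the adjusted p of these genes was at least 0.769. Genes were named for a large change only where at least 8 of 10 pairs had the same sign, so these pair counts are not independent evidence.
Across the tissue, 893 of the 22136 probesets passed p under 0.05 in limma, 319 higher and 574 lower in low RFI pigs, and chance alone gives 1107. They stood for 553 genes, and 321 of them had no symbol. None passed an adjusted p under 0.05, and 10 probesets had a p under 0.001, where chance gives 22. The share of lower probesets was 64.3%, and it was 53.8% after each array was centred on its median and 55.7% after renewed quantile normalization. Of 59 named genes at p under 0.05, 33 stayed there in every alternative setting, and 13 also with each litter or pig left out in turn.

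**Figure D1:**
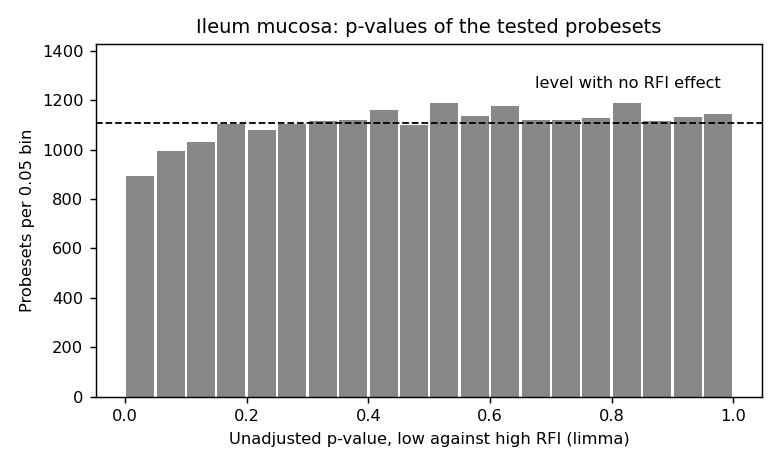
Histogram of the unadjusted p-values of the 22136 probesets tested in ileum mucosa (x axis, bins of 0.05) against the number of probesets per bin (y axis). The dashed line is the level of 1107 with no RFI effect, and the lowest bin holds 893.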

In the ileum, two of the most prominent canonical pathways, according to IPA analysis (Supplementary Table S1), were related to metabolism and represent amino acid degradation (‘4-hydroxyproline Degradation I’) and polysaccharide biosynthesis (‘Chondroitin and Dermatan Biosynthesis’). In addition, differentially abundant genes were assigned to cellular stress and growth as well as cellular immune response pathways. 

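Of the 5 measured genes of 4-hydroxyproline degradation, ALDH4A1 and HOGA1 fell at p under 0.05, none rose and 3 did not pass. ALDH4A1, the mitochondrial dehydrogenase that proline and hydroxyproline degradation share, lies on chromosome 6 (77373999 to 77404015). Its log2 value was 4.02 ± 0.29 (SD, n = 10) in low and 4.36 ± 0.25 (SD, n = 10) in high RFI pigs, lower in 9 of 10 pairs (log2 fold change -0.34, standard error 0.09, p = 0.00178, adjusted p = 1.00 over all probesets). HOGA1, the aldolase that splits the last intermediate of hydroxyproline into glyoxylate and pyruvate, lies on chromosome 14 (108958812 to 108986373). Its values were 4.38 ± 0.42 (SD, n = 10) and 4.69 ± 0.19 (SD, n = 10), also lower in 9 of 10 pairs (-0.31, standard error 0.11, p = 0.0112, adjusted p = 1.00). The 3 others, named to complete the list, had log2 fold changes of -0.12 for AGXT (p = 0.126), 0.10 for GOT1 (p = 0.391) and -0.04 for GRHPR (p = 0.714), which act on glyoxylate and aspartate. Adjusted over the list alone, 2 genes were lower (p = 0.00891 and p = 0.0279), which is not independent evidence, since the study chose the pathway on these samples.
By the set test camera, the list was lower than the other genes (adjusted p = 0.0375 over 47 lists). This call was lost with an estimated correlation (camera, adjusted p = 0.436) and with the litter-by-sex pair as block (camera, adjusted p = 0.0592). It was also lost with the sow left out or as a random block, with a trend in eBayes and with renewed quantile normalization. A smooth muscle or a fibroblast and matrix marker score as covariate ended it as well. By fry, which tests the list against no change and not against the other genes, the p was 0.0015 (adjusted p = 0.0705).
Of 15 measured genes of chondroitin and dermatan biosynthesis, also chosen by the study, CSGALNACT1 was lower, none was higher and 14 did not pass. CSGALNACT1 adds the sugar that starts a chondroitin chain and had a log2 fold change of -0.30 (standard error 0.13, p = 0.0293, lower in 8 of 10 pairs), a call that not every alternative kept. The list as a whole had a median log2 fold change of 0.04 (camera, adjusted p = 0.922), and no member passed when adjusted over the list alone.

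**Figure D2:**
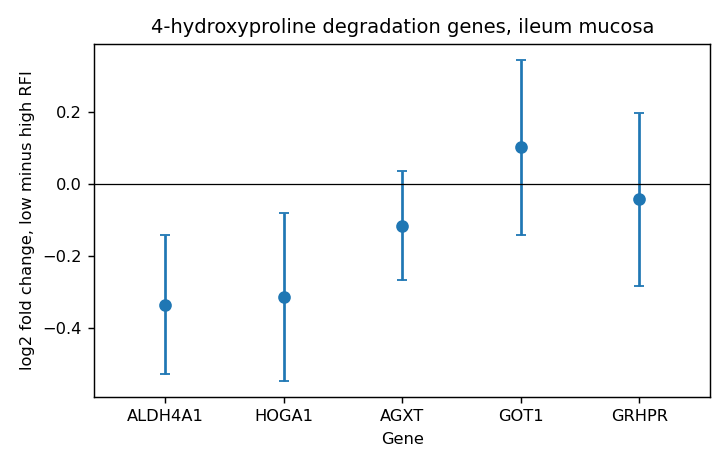
Log2 fold change, low minus high RFI (y axis), of the 5 measured 4-hydroxyproline degradation genes (x axis), with 95% intervals from limma as error bars, n = 10 pigs per group. The intervals of ALDH4A1 (-0.34) and HOGA1 (-0.31) lie below 0.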

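Among the stress genes, CRYAB fell and PRDX3 rose in low RFI pigs. CRYAB, a small heat shock protein, had log2 values of 3.65 ± 0.54 (SD, n = 10) in low and 4.27 ± 0.58 (SD, n = 10) in high RFI pigs (log2 fold change -0.62, standard error 0.19, p = 0.00415, adjusted p = 1.00 from limma), lower in 7 of 10 pairs. It was the only one of 12 heat shock and protein folding genes to pass, and the only one adjusted over the list alone (p = 0.0497), whereas 11 of the 12 had a positive fold change. PRDX3, a mitochondrial peroxiredoxin, was 8.59 ± 0.21 against 8.35 ± 0.15 (SD, n = 10 each; 0.25, standard error 0.09, p = 0.0114) and the only one of 21 oxidative stress genes to pass. None of 16 genes of endoplasmic reticulum stress passed.
Of 41 growth factor signalling genes, 2 were higher, IGFBP4, which binds insulin-like growth factors (0.41, p = 0.0450), and TSC1, an inhibitor of mTOR complex 1 (0.26, p = 0.0470), where 1 low RFI pig lay far below the others. IRS1, the adaptor of the insulin receptor, was lower (-0.25, p = 0.0286). Of 30 cell cycle genes, MCM4 was lower and the spindle checkpoint kinase BUB1 was higher (0.27, p = 0.0241), but the mean of the BUB1 probesets gave a log2 fold change of -0.00.
Of the genes of the cellular immune response, 1 of 29 in toll-like receptor signalling was lower, LY96, the partner of toll-like receptor 4 (-0.55, p = 0.0228). IL12B, a subunit of interleukins 12 and 23, was the only one of 16 T helper 1 genes to pass (-0.23, p = 0.0339), and the neutrophil attractant CXCL2 the only one of 19 T helper 17 genes (-0.21, p = 0.0263), with 1 high RFI pig far above the others. None of 11 T helper 2 genes, 17 antigen presentation genes and 11 interferon-stimulated genes passed, and the filter had left out 18 of the 29 interferon-stimulated genes with values.
Over the 13 lists of such themes, 5 of 287 genes were higher and 6 lower, where chance gives 14.35, and none passed adjusted over these genes alone. By camera no such list passed (smallest adjusted p = 0.121, for DNA repair, of which FANCL alone of 42 genes was higher, at 0.38, p = 0.0157), but DNA repair passed with the mean of a gene's probesets (adjusted p = 0.0454) and antigen presentation with the fibroblast and matrix score as covariate (adjusted p = 0.025), an alternative chosen after the data were seen. The calls of IGFBP4, TSC1, IRS1, BUB1, IL12B and CXCL2 were not kept in every alternative setting. Each gene named for these themes had an adjusted p of 1.00 over all probesets.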

For caecum mucosa, enriched canonical pathways in the context of divergent feed efficiency were mainly assigned to immune response including cellular (Th1 pathway, phagocytosis in macrophages and monocytes) and humoral (Th2, complement system) aspects (Supplementary Table S1). Specifically, the complement system pathway was predicted to be significantly activated in low RFI pigs. Other enriched pathways comprised signaling themes (i.e., ‘Integrin Signalling’) as well as the metabolism of carbohydrates and nitrogen compounds.

Data integration was performed between the set of genes differentially expressed in RFI-divergent pigs and the abundant genera of the two intestinal sites. Based on the transcriptional and microbial variables selected by the sPLS approach, the samples of the low and high RFI groups could be differentiated for the two intestinal sites analyzed (Figure 2). The hierarchical cluster analysis based on the variables selected revealed two dominant microbial clusters for ileum samples (cluster A and B, Figure 3). With respect to the identified differentially abundant genera, cluster A contains the taxa *Saccharopolyspora* and *Streptomycetes* and cluster B is represented by *Rothia* and RC9 gut group. In total, eight gene clusters (1–8) were highlighted for ileum, whose expression values were correlated with the presence or absence of specific genera. The composition of these gene clusters and putatively affected canonical pathways are provided in Supplementary Table S2. For the first ileal microbial cluster (A), positive correlations (indicated by red color) were identified for gene clusters 2, 3, and 7. Pathway analysis of genes involved in these clusters revealed roles in DNA repair and immune cell signaling. Negative correlations of cluster A (indicated by blue color) were observed with ileal gene clusters 4, 5, and 6, whose genes are enriched in signaling pathways involved in growth processes and cellular stress. Microbial cluster B showed the strongest positive and negative correlations with gene clusters 1 and 2, and 6, 7, and 8, respectively (Figure 3). The former gene clusters also showed enrichment in DNA repair pathways and the latter in signaling transduction.

For the integration of caecum data, three microbial clusters (A, B and C) and eight gene clusters (1–8) were identified (Figure 4). Genes represented by clusters 1, 2, and 3 were positively correlated with microbial cluster B and negatively correlated with microbial cluster A. Pathway analysis revealed involvement of the corresponding genes in pathways of autophagy, cell-cycle control, and immune response. Taxa, which were found to be differentially abundant in the context of divergent RFI were mainly represented by microbial cluster C. This cluster showed the strongest positive correlation with gene clusters 5 and 6, found to be enriched in immune pathways.

## 4. Discussion

The feeding efficiency of pigs, i.e., the efficient conversion of nutrients into body weight gain, has improved considerably in recent decades. This is mainly due to advances in husbandry, genetics, and feeding strategies, including the use of highly concentrated, low-fiber feed largely resembling the human Western diet. However, even when environmental conditions and genetic origin are controlled, there is still considerable variation in the feed efficiency of pigs [5,21,22,23], which were examined in this study at the host and microbiota level. One of the factors that might explain this are differences in the intestinal microbiota, whereby its composition and function can vary greatly depending on the intestinal segment and the age of the pig [3]. The current study focused on feed efficiency-related differences in host transcriptomics and the microbial composition in the ileum and caecum. In fact, the phenotype of the RFI-divergent groups was affected by alterations of biofunctions related to immunity, which were consistently associated with divergent feed efficiency at both the gene and the microbiota level, and has previously been described to contribute to improved feed efficiency [24,25]. 

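Of 20 measured markers of cytotoxic and natural killer cells, 2 were higher and 1 was lower in low RFI pigs at unadjusted p under 0.05, and 17 did not pass; none passed adjusted over the list alone. KLRD1, the CD94 receptor chain of natural killer cells, on chromosome 5 (61662083 to 61673109), was 4.24 ± 0.69 (SD, n = 10) in low and 3.70 ± 0.39 (SD, n = 10) in high RFI pigs on the log2 scale. It was higher in 9 of 10 pairs (log2 fold change 0.54, standard error 0.21, p = 0.0199, adjusted p = 1.00 from limma). The granzyme gene GZMH was higher (0.29, standard error 0.11, p = 0.0219), and GZMM, another granzyme, was lower (-0.55, standard error 0.22, p = 0.0254). Of 40 measured genes of the crosstalk between dendritic cells and natural killer cells, KLRD1 and FSCN1, an actin-bundling protein of mature dendritic cells (0.19, p = 0.0200), were higher, IL12B was lower and 37 did not pass (camera, adjusted p = 0.188).
Of the C1q chains, C1QA was 8.96 ± 0.75 (SD, n = 10) in low and 8.91 ± 0.69 (SD, n = 10) in high RFI pigs (log2 fold change 0.05, standard error 0.18, p = 0.768), C1QC was left out by the filter, and no probeset with values was named C1QB. CFP, or properdin, of the alternative complement route, was the only one of 18 complement genes to pass (0.45, p = 0.0388), a call that was lost with the sow left out (p = 0.129), and the list had an adjusted p of 0.867 by camera (median -0.01, mean 0.00, direction up).
NOS1, the neuronal nitric oxide synthase, did not pass the test on the probeset reported, 1 of 4 tested. Its values were 4.78 ± 0.28 and 4.77 ± 0.23 (SD, n = 10 each, log2 fold change 0.01, standard error 0.11, p = 0.922 from limma). Of the 35 genes of its signalling list, SNTB1, a syntrophin of the dystrophin complex, was higher (0.38, p = 0.0281), 1 of its 2 probesets had the opposite sign, and the list had an adjusted p of 0.966 (median -0.03, mean -0.00, direction up). The study chose the crosstalk and nitric oxide synthase pathways on these samples, so they are not independent evidence. No member of these 3 lists passed adjusted over its list alone. The calls of FSCN1, IL12B, SNTB1 and CFP, and that of BATF3 below, were not kept in every alternative setting. Over all probesets, each gene named had an adjusted p of 1.00.
Markers of T cells (15 measured, none at p under 0.05, 14 with a positive fold change, median 0.08) and of cytotoxic and natural killer cells (20 measured, 2 higher and 1 lower, median 0.11) were called higher as lists (camera, adjusted p = 0.0375 for both). Both calls were lost with an estimated correlation (camera, adjusted p = 0.767 for T cells and 0.436 for cytotoxic cells). They were also lost with the litter-by-sex pair as block (camera, adjusted p = 0.0592 for both). Renewed quantile normalization and a smooth muscle score as covariate left no list called. Fry, which tests a list against no change, called none. Of 100 swaps of RFI within pairs, 21 gave a camera p as small for T cells and 9 for cytotoxic cells, so chance cannot be excluded. In males the median log2 fold change was 0.21 for T cells and 0.19 for cytotoxic cells, and in females it was -0.05 and -0.00. This difference between the sexes had an adjusted p of 0.00184 and 0.0235 by camera, but of 0.70 and 0.425 with an estimated correlation. Markers of macrophages and dendritic cells had a median log2 fold change of 0.00 and a mean of -0.03 (camera, adjusted p = 0.845), with 1 of 14 lower, BATF3 (-0.20, p = 0.0480), where 1 high RFI pig lay far above the others.

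**Figure D3:**
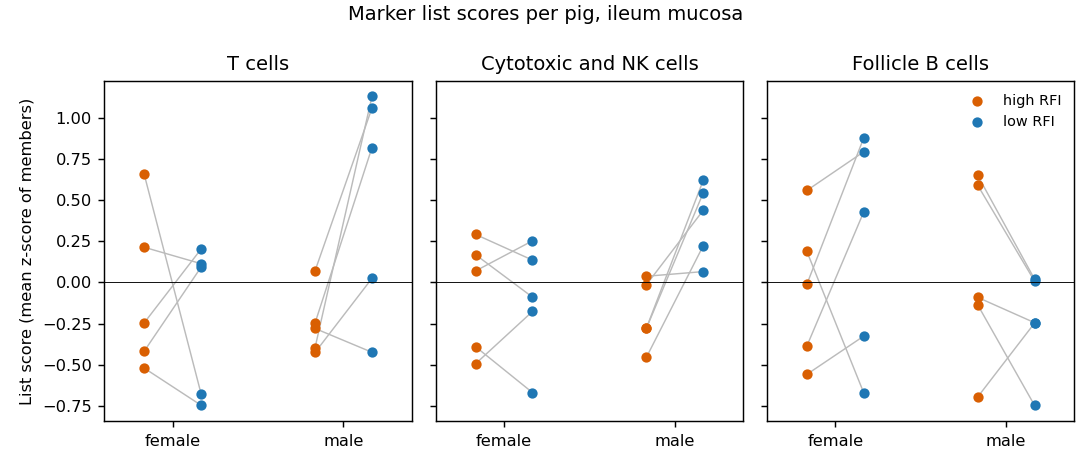
Mean z-score of the markers of T cells, cytotoxic and natural killer cells and follicle B cells (y axis) per pig, by sex (x axis) and RFI group (colour), with grey lines joining the 2 pigs of a litter-by-sex pair. The cytotoxic score was higher in the low RFI pig in 5 of 5 male pairs and 2 of 5 female pairs, and the T cell score in 4 and 2.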

In ileum, the results point to an altered immune competence at the border between host and microbiota, which is represented by several aspects: (i) the enrichment of the ‘Crosstalk between Dendritic Cells and Natural Killer Cells’ pathway; (ii) an altered metabolism of 4-hydroxyproline, which is part of the C1q and thus might affect the complement system; (iii) the CCR5 pathway contributing to the regulation of leukocyte chemotaxis in inflammation; and (iv) nNOS signaling, which might alter local blood flow and muscle contraction. Summarizing the results of caecum analysis, the main themes altered comprise humoral and cellular immune response engaging the complement system, Th1 and Th2 pathways and the process of phagocytosis. In particular, the general immunity represented by the complement system, appears to be upregulated in low RFI pigs. Consistently, Mani et al. observed lower serum endotoxin and haptoglobin concentrations as well as lower levels of intestinal inflammatory markers in low RFI pigs [25]. The enrichment of immune-related pathways in the ileum and caecum mucosa is coherent with transcriptional responses identified in other sites of the gastrointestinal tract when high and low RFI pigs are compared [26]. This might suggest energy saving mechanisms at the level of the intestinal immune system contributing to divergent feed efficiency [27]. Moreover, the microbial cluster A, identified in the integrative analysis of the ileum transcriptome and microbial composition, was represented by *Saccharopolyspora* and *Streptomyces*, which were also differentially abundant between high and low RFI animals. Species assigned to these genera are known to produce antibacterials [28,29]. Correlated gene clusters were enriched for immune cell signaling, which again indicates active host-microbiota interactions in terms of immune competence.

Considering the high energy concentration and low fiber content of commercial pig diets, it is expected that the main turnover of these diets takes place in the proximal parts of the gut [30,31]. Accordingly, the composition of the intestinal content, which remains after passing the proximal intestine, is likely to be of limited complexity regarding microbially digestible material, thereby affecting the microbial colonization and diversity in the ileum and caecum. This will influence the quantity of nutrients provided by ileal and caecal fiber digestion or the turnover of non-starch containing substances [31,32]. Low RFI pigs were reported to have increased ileal digestibility compared to high RFI counterparts [33]. Moreover, higher volatile fatty acid concentrations were found in the feces of low RFI pigs, compared to that of high RFI pigs [2]. The microbial cluster B of the ileum comprises genera with distinct metabolic activities, which might contribute to increased ileal digestibility in the low RFI group. Specifically, various *Rothia* species support the digestion of gluten proteins from feedstuffs [34], *Subdoligranulum* species contribute to the conversion of lactate to butyrate [35] and the RC9 gut group has been proposed as part of the core microbiota [36], associated with the turnover of starch and non-starch polysaccharide containing substances [37].

Of the taxa that were differentially abundant in the caecum of RFI-divergent pigs, *Leeia* had the highest relative abundance, representing almost 1% of the genera found. *Leeia* is a genus of the class betaproteobacteria, which has a higher abundance in the caecum compared to colon and ileum digesta [5]. Interestingly, in relation to different dietary fiber components, *Leeia* was shown to be more abundant under pectin supplementation [32]. Similarly, species of the genus *Cellulosilyticum* are known to act as cellulose-degrading bacteria [38], and the abundance of the unidentified rumen bacterium RFN43 varied with changing forage to concentrate ratios in cattle [39]. Overall, the specific shifts towards species of *Rothia*, *Subdoligranulu, Leeia, Cellulosilyticum*, and the unidentified rumen bacterium RFN43 indicate the establishment of a microbial profile that improves the digestion of dietary components which are undigested or poorly digested by endogenous enzymes in the pig. As a consequence, this increases nutrient digestion and utilization in low RFI pigs. The complementary expression analysis of ileum and caecum mucosa revealed minor shifts at the transcriptional level between pigs with divergent feed efficiency. 

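In the ileum mucosa, the probesets at p under 0.05 had a median log2 fold change of 0.30 in size (quartiles 0.24 and 0.40), a fold of 1.23, and the largest fold was 2.12. Only 2 of them exceeded 1 on the log2 scale, among them CSMD2, and 127 exceeded 0.5. More probesets differed by litter, 21 between the 5 litters at an adjusted p under 0.05 in limma (2848 at unadjusted p under 0.05), against 0 between the RFI groups. Among the named ones were CNTNAP2, a neuronal adhesion protein (adjusted p = 0.0177), SLCO2B1, an organic anion transporter (adjusted p = 0.0353), REP15 (adjusted p = 0.0353), the zinc exporter SLC30A1 (adjusted p = 0.0413), the chemokine CCL2 (adjusted p = 0.0443) and the muscle filament gene DES (adjusted p = 0.0443). They were named after their values were seen. SLC30A1 ranged from a mean of 7.68 in the litter of sow 1406 to 8.83 in that of sow 1417, and CCL2 from 4.79 to 3.33 in the same 2 litters. Between the sexes, 1 probeset without a symbol passed (1645 at unadjusted p under 0.05).
For the median probeset, litter took 23.8% of the variance (chance gives a median of 19.0% for normal values), the RFI group 2.21% and sex 3.22% (chance gives a median of 2.56% for each). The first principal component held 16.2% of the variance, of which 67.1% lay between litters (permutation test, 100000 resamples, p = 0.00199) and 0.131% between RFI groups. At the median standard error of 0.116, a log2 difference of 0.24 reaches p of 0.05. Litter stands here for all that the 4 pigs of a sow have in common.

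**Figure D4:**
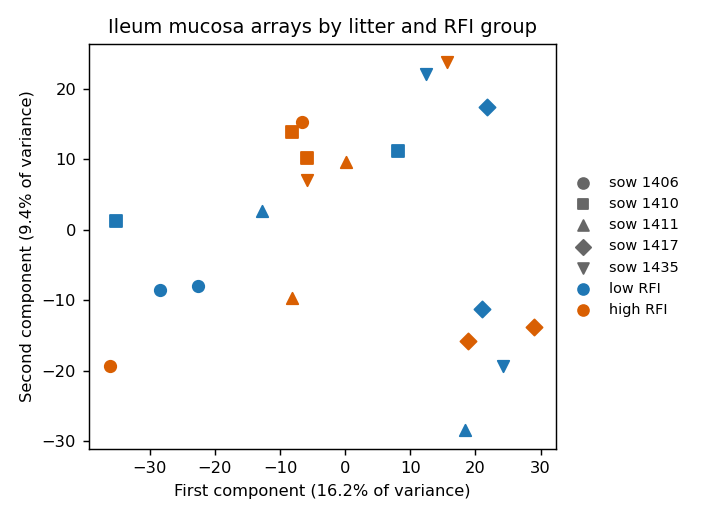
First principal component (x axis, 16.2% of the variance) against the second (y axis, 9.42%) of the ileum mucosa arrays, 1 point per pig, with the shape for the sow and the colour for the RFI group. The RFI groups overlap, and 67.1% of the variance of the first component lies between litters.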

Subsequent enrichment analysis pointed out canonical pathways of cell signaling and metabolism of certain substance classes as affected. However, major changes at the level of micro- and macronutrient transport and metabolism, which represent an essential function of the gastrointestinal tract towards improved feed efficiency, were almost absent. 

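Few genes of nutrient uptake passed the test between low and high RFI pigs in the ileum mucosa. The glucose transporter gene SLC5A1 (chromosome 14, 48566400 to 48704145) had log2 values of 12.52 ± 0.22 (SD, n = 10) in low and 12.52 ± 0.15 (SD, n = 10) in high RFI pigs (log2 fold change -0.00, standard error 0.09, p = 0.979 from limma). The peptide transporter gene SLC15A1 had 11.11 ± 0.49 and 11.08 ± 0.44 (SD, n = 10 each, log2 fold change 0.03, standard error 0.19, p = 0.882 from limma). These values are those of 1 of 4 tested probesets for SLC5A1 and 1 of 2 for SLC15A1. FABP6, the ileal bile acid binding protein, had 13.27 ± 0.15 and 13.20 ± 0.15 (SD, n = 10 each; 0.07, standard error 0.08, p = 0.428), and the ileal bile acid transporter gene SLC10A2 a log2 fold change of -0.13 (standard error 0.18, p = 0.476). The calcium channel gene TRPV6 had one of 0.33 (standard error 0.20, p = 0.119), with 1 high RFI pig far above the others. No probeset with values was named FGF19 or PIGR.
Over the 9 lists of nutrient transport and metabolism, 4 of 175 measured genes were lower, none was higher, and chance gives 8.75 (none passed adjusted over these genes alone). The 4 were SLC16A1, a transporter of short-chain fatty acids and lactate (-0.30, standard error 0.13, p = 0.0311), RBP4, the carrier of retinol (-0.36, standard error 0.10, p = 0.00243, lower in 9 of 10 pairs), and the amino acid transporter genes SLC38A1 (-0.23, p = 0.0245) and SLC6A14 (-0.26, p = 0.0379), the last 2 not kept in every alternative setting. Their adjusted p over all probesets was 1.00. RBP4 was the only one to pass adjusted over its list of vitamin uptake alone (p = 0.0463, of 19 genes). Short-chain fatty acid genes had a median log2 fold change of -0.10 over 13 members, 11 of them below 0 (camera, adjusted p = 0.105). None of the 21 measured genes of mitochondrial oxidative phosphorylation passed, and the list was called higher (median 0.06, camera, adjusted p = 0.0375). That call was lost with an estimated correlation (camera, adjusted p = 0.767) and with the litter-by-sex pair as block (camera, adjusted p = 0.0592). It was also lost with renewed quantile normalization and with a smooth muscle score as covariate, and fry called no list. The lists of carbohydrate, lipid, bile acid, mineral, and sodium, anion and water transport had no member at p under 0.05 in either direction (camera, adjusted p = 0.867, 0.897, 0.966, 0.315 and 0.904). The lipid list had a median of 0.02 and a mean of -0.02 with direction up, and the bile acid list a median of 0.01 and a mean of -0.03 with direction down.
The paper reasons that major changes in nutrient transport were almost absent in the ileum and caecum, and relates this to the expression of the main absorption genes in the proximal gut.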

With regards to the functional anatomy of the gut, this is related to the fact that major genes driving absorption processes for anions, sodium, carbohydrates, amino acids, minerals, and lipids are predominately expressed in the proximal part of the intestinal tract [40]. Accordingly, previous analysis of different parts of the gastrointestinal tract and their morphology revealed no significant differences in the ileum and caecum between high and low RFI pigs, whereas some distinct differences were observed in the duodenum and jejunum, such as Goblet cell number per villus height and nutrient transporter gene expression [33,41].

## 5. Conclusions

The microbial composition and host expression in the ileum and caecum provide small impacts on feed efficiency under high concentration low fiber dietary conditions. Due to an increased abundance of non-starch polysaccharide fermenting taxa, pigs with a low RFI might be more efficient in using feed components that resisted digestion in anterior intestinal segments. Furthermore, in line with previous results, the involvement of general immunity pathways in low RFI pigs probably benefits feed efficiency through energy-saving mechanisms. Future work should determine whether dietary manipulation with prebiotics or direct fed microbials/probiotics can promote the beneficial functions observed here and be used as nutritional strategies to improve feed efficiency in pigs.

## Figures and Tables

**Figure 1:**
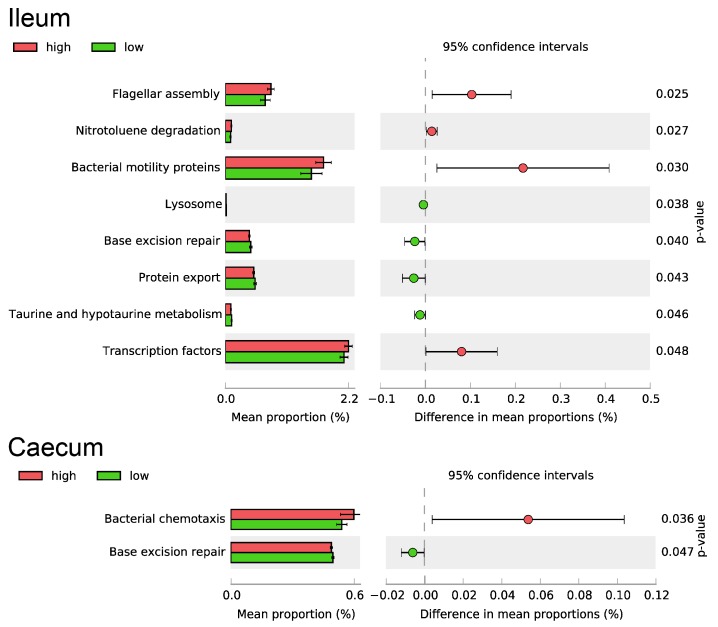
Differences in predicted functionality of ileal and caecal microbiota between pigs with high (red) and low (green) residual feed intake (RFI). Functional assignments were performed using PICRUSt by employing the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Clusters of Orthologous Groups of proteins (COGs) databases.

**Figure 2:**
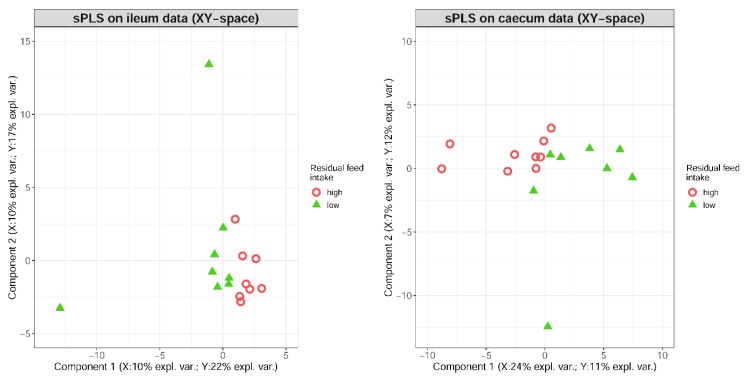
Differentiation of high (red circles) and low (green triangles) residual feed intake samples in ileum (left panel) and caecum tissues (right panel) using sparse partial least squares (sPLS). The bioinformatics approach considers the selection of 100 genes (dataset X) and 10 microbes (dataset Y) per component.

**Figure 3:**
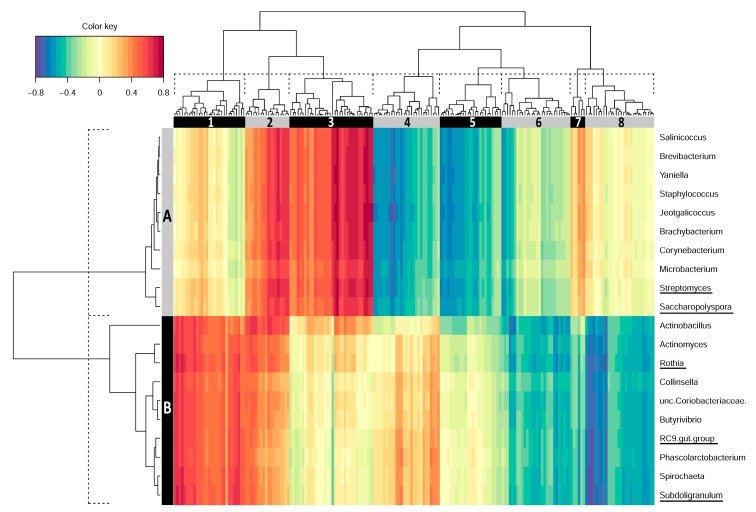
Clustered image map representing correlations between the abundance of genera in ileal digesta and differentially expressed genes of ileal mucosa in the context of divergent feed efficiency. Displayed are the top 100 genes and top 10 taxa from each of the first two components selected using a sparse partial least squares (sPLS) regression. Microbe (**A** and **B**) and gene (1–8) clusters were derived from dendrograms (dashed line) and are indicated by boxes on the top and left of the plot. Underlined taxa were differentially abundant between feed efficiency divergent pigs. The assignment of genes to the individual clusters is given in Supplementary Table S2.

**Figure 4:**
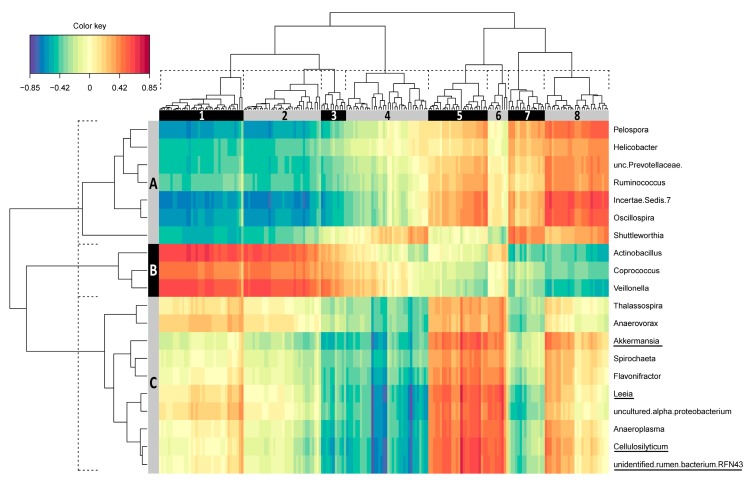
Correlations between differentially expressed mucosal genes and digesta microbe abundance of caecum in the context of divergent residual feed intake. Shown are the top 100 genes and top 10 taxa from each of the first two components selected using a sparse partial least squares (sPLS) regression. Clusters of microbes (**A**–**C**) and genes (1–8) were derived from dendrograms (dashed line) and are indicated by boxes on the top and left of the plot. Underlined taxa were differentially abundant between feed efficiency divergent pigs. The assignment of genes to the individual clusters is given in Supplementary Table S2.

**Table 1:** Differentially abundant genera in the ileum and caecum digesta of pigs divergent for residual feed intake (RFI).

		Relative Abundance		
Genus	Phylum	High RFI	low RFI	*p*-value
Ileum				
*Saccharopolyspora*	Actinobacteria	0.0015%	0.0287%	**0.0066**
*Rothia*	Actinobacteria	0.0119%	0.0692%	**0.0066**
*RC9 gut group*	Bacteroidetes	0.0339%	0.2150%	**0.0316**
*Streptomyces*	Actinobacteria	0.0111%	0.0482%	**0.0316**
*Uncultured Bacillaceae*	Firmicutes	0.0064%	0.0171%	**0.0316**
*Subdoligranulum*	Firmicutes	0.0181%	0.1393%	0.0780
*Uncultured S24-7*	Bacteroidetes	0.0458%	0.1059%	0.0780
*Asteroleplasma*	Firmicutes	0.0070%	0.0578%	0.0780
*Mitsuokella*	Firmicutes	0.0114%	0.0427%	0.0855
Caecum				
*Unidentified rumen bacterium RFN43*	Bacteroidetes	0.0630%	0.2043%	**0.0064**
*Cellulosilyticum*	Firmicutes	0.0257%	0.1390%	**0.0177**
*Leeia*	Proteobacteria	0.2967%	0.9385%	**0.0177**
*Akkermansia*	Verrucomicrobia	0.0096%	0.0488%	**0.0177**
*Uncultured GR.WP33.58*	Proteobacteria	0.0633%	0.0925%	**0.0177**
*Uncultured rumen bacterium*	Cyanobacteria	0.0029%	0.0176%	**0.0459**

*p*-values < 0.05 are in bold.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2607/8/4/563/s1, Table S1: Enriched canonical pathways among the differentially abundant genes in ileum and caecum mucosa of pigs differing in feed efficiency, Table S2: Composition of ileal and caecal gene clusters deduced from correlation analysis between differentially expressed mucosal genes and digesta microbe abundance. The enrichment of genes in canonical pathways was analyzed using Ingenuity Pathway Analysis.

How the deposited data were processed for this re-analysis (not part of the article)

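Ileum mucosa from 10 low and 10 high RFI pigs was measured on 1 snowball array per pig. The pigs came from 5 sows, and each litter gave 1 low and 1 high RFI pig of either sex. The caecum arrays, the microbiota and the integration of both with sPLS are not analysed here, and the paper's Supplementary Tables were not used here.

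According to the paper's methods, the authors scanned the arrays, assigned probes to probesets with a custom layout from Sscrofa11.1, checked the arrays with arrayQualityMetrics and summarised them by the robust multichip average in the affy package. The processing notes of the submitters name GCOS 1.1.1 instead. The deposited values are on the log2 scale, and the values themselves fit this unit. Rows outside the authors' layout are empty, and the paper's filters on mean and SD are not visible in the deposited values, so both filters were applied here. The filter removed 2956 of 25092 filled probesets, 1255 for a mean under 1.75 and 1701 for an SD alone, over 0.825 in low or 0.808 in high RFI pigs. Gene symbols came from the platform annotation and were updated through RefSeq gene synonyms (10567 symbols, 10546 with a RefSeq gene). Probesets with no symbol were tested but stay unnamed.

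Values were computed with R 4.3.3, limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, and plotted with matplotlib 3.10.9. For each probeset, lmFit and eBayes were fitted with the RFI group and the sow, on 14 residual and 4.42 prior degrees of freedom. The interaction of RFI group and sex, the sex effect and the litter effect were fitted the same way. The slaughter batch was left out because the labels do not give it. The threshold was an unadjusted p under 0.05, as in the paper, beside the adjusted p of Benjamini and Hochberg.

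Gene lists were tested with camera at a preset correlation of 0.01, 1 probeset per gene (the one with the highest mean), adjusted over 47 lists. Camera with an estimated correlation is an alternative. Fry, also run, tests a list against no change and not against the other genes, so it does not repeat camera's test. The lists of the paper's pathways were rebuilt by hand and are not those of the pathway software the paper used, and 1 of them was tested but is not reported here, and was taken out of the main results after its values were seen. All lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, except where stated. The limit of p under 0.05 for named list members was not in the rule as first fixed. The rule took the 10 genes highest and the 10 lowest in low RFI among those at p under 0.05 with the same sign in at least 8 of 10 pairs, the 5 genes of smallest p, the genes the paper names for the ileum, up to 4 members at p under 0.05 of each list and 8 transport and barrier genes whatever their p.

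Pairing was taken from the labels and the paper, which give the litter. The correlation of pigs of a sow was 0.0514. The deviations of the 2 pigs of a litter-by-sex pair had a median correlation of 0.0836 (4 of 10 pairs over 0.1). They were taken from the RFI group means, with the sow effect still in them. Beside the sow, the consensus correlation of the pigs of a pair was -0.00195. The sow is in the fit because the paper's model holds it, and the pair as block is an alternative.

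The scripts were tested on simulated data of 22136 probesets with 10 pigs per group. With no change, 4.73% of probesets had p under 0.05 and none passed after adjustment. Of 100 probesets changed by 0.3 on the log2 scale, 57% passed p under 0.05 and 9% passed after adjustment. Of 100 changed by 0.6, 93% and 59% passed. Both lists that were shifted were called and no other list was. The simulated genes varied independently of one another, so this does not test the list calls under correlation between genes. Of 100 swaps of RFI within pairs in the data, 75 other than the real one called at least 1 list (at most 11).

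Alternatives were no sow term, sow and sex, the litter-by-sex pair, the sow as random block, no filter, the mean filter alone, the SD filter in both groups, eBayes with trend or robust, array weights, renewed quantile normalization, centring each array on its median, marker scores of follicle B cells or smooth muscle as covariate, the mean of a gene's probesets, and leaving out each litter or pig. A marker score of fibroblasts and matrix as covariate was added after the data were seen. The number of arrays limits the precision, and the platform gives no count or depth.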

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

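Tests chosen after their result was seen were those of the share of lower probesets, of the T cell, cytotoxic cell and 4-hydroxyproline lists, and the fibroblast and matrix score as covariate; the splits for the number of probesets were planned.

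The number of probesets at p under 0.05 between low and high RFI pigs was 893. Of 100 splits of the 20 pigs, the real one included, 65 gave a count as large (highest other 2045), and of 100 swaps of RFI within the litter-by-sex pairs, 64 did (highest other 2188), so chance cannot be excluded; counts of more than 2 times the real one point to a structure of the samples, whose nature was not tested. The uneven direction (64.3% lower, 14.3 points from even) was reached in 4 of 100 swaps within pairs (highest other 18.4 points). Of the 100 splits of the 20 pigs, only the real one was as uneven (highest other 13.3 points). Both counts are low, but both tests were chosen after the share was seen, so chance cannot be excluded. Level differences between whole arrays cannot be told apart from the uneven direction. The array median was lower in low RFI pigs by 0.014 on average (SD 0.031, 10 pairs, exact two-sided sign-flip test p = 0.178), which shows neither a shift nor its absence. Centring each array on its median (53.8% lower) pulls the share towards even by itself and decides nothing. A true decrease across many genes in low RFI pigs stays open and was not tested apart from that.

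T cell markers and cytotoxic and natural killer cell markers differed in their RFI effect between the sexes (adjusted p of the interaction 0.00184 and 0.0235 by camera), with pair differences in T cell score of 0.779 ± 0.643 (SD) in males and -0.140 ± 0.744 in females. With an estimated correlation neither passed (adjusted p = 0.70 and adjusted p = 0.425). Of 100 swaps of sex within litter and RFI group, 3 gave an interaction p as small for T cells (real 3.91e-05, smallest other 4.68e-06). For cytotoxic cells 2 did (real 0.000998, smallest other 0.000872). That is few for each list taken alone, but both lists were chosen after their results were seen. Since 52 of 100 swaps called at least 2 of the 47 lists, chance cannot be excluded. As lists over both sexes, a p as small came from 21 of 100 swaps within pairs for T cells (real p 0.00115, smallest other 1.40e-10), so chance cannot be excluded, and from 9 for cytotoxic cells. Over all pairs the T cell score differed by 0.319 ± 0.815 (SD, exact two-sided sign-flip test, p = 0.244). More follicle tissue in the samples of low RFI pigs was weighed as a cause for T cells. With the follicle B cell score as covariate, the mean log2 fold change of the list was 0.0887 (0.0896 without). The list was still called (camera, adjusted p = 0.0409), while the count of probesets moved from 893 to 949. The follicle score itself differed by only -0.022 ± 0.637 (SD, 10 pairs), so the covariate could change little and does not decide. In males, where the T cell score rose, the follicle score differed by -0.306 ± 0.467 (SD, higher in 1 of 5 pairs). The T cell difference exceeded the follicle B cell difference by 1.09 ± 0.67 (SD) in males, in 5 of 5 pairs, but over all pairs by 0.341 ± 1.1 (SD, exact two-sided sign-flip test, p = 0.350), so a share of follicle tissue in single pairs stays open. The most abundant measured follicle markers were BLNK (8.64 in low, 8.62 in high RFI) and CD38 (7.47 in both). An RFI difference in lymphocyte content of the mucosa that is not the same in both sexes stays open and was not tested.

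The 4-hydroxyproline degradation list was lower in low RFI pigs (camera p = 0.00319, adjusted p = 0.0375, range over the alternatives 0.0279 to 0.436). Of 100 swaps within pairs only the real one gave a p as small (1 of 100, smallest other 0.00581). The same count was made for the 3 other called lists (21, 9 and, for oxidative phosphorylation, 2), and this list was picked for weighing after those counts were seen. The study chose the pathway on these samples, and 27 of 100 swaps called at least 4 of the 47 lists, so chance cannot be excluded. Less stroma in low RFI samples was weighed with the fibroblast and matrix score as covariate. That score was computed before the filter, from all its markers with values. After the filter 12 markers were left, the most abundant VIM at 9.27 and 9.33, and FBLN1 at 9.13 and 9.32. With the score as covariate, the mean log2 fold change of the 4-hydroxyproline list was -0.14 (-0.136 against -0.141 without). The score thus took up little of it, although the call ended there (camera, adjusted p = 0.0513). Its markers went both ways, with COL1A1 higher and COL6A3 and ELN lower, so the score may track stroma poorly and less stroma is not decided. The list also differed between litters (62.7% of the score's variance, permutation adjusted p = 0.0392), and lower degradation of hydroxyproline in low RFI pigs stays open as a hypothesis.

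In 8 of 134 groups of 10 pigs, 1 pig lay far from the others by the ratio of its gap to the range (critical values of Dixon's test; chance gives 7). In high RFI pigs these were BATF3 in pig 403 (ratio 0.515), CXCL2 in pig 432 (0.490), ERG in pig 405 (0.524) and TRPV6 in pig 413 (0.495), each above the others. In low RFI pigs these were ISL1 in pig 401 (0.559), LOC100523888 in pig 417 (0.565), RPL34 in pig 401 (0.473) and TSC1 in pig 402 (0.510), each below the others.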

How the results depend on the processing

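The fibroblast and matrix score as covariate was chosen after seeing the data; all other alternatives were planned. The count of 893 probesets lay between 794 and 1046 over the alternatives, between 771 and 1099 with a litter left out and between 790 and 1053 with a pig left out, and the 553 genes between 405 and 660 over the alternatives, between 441 and 683 with a litter left out and between 473 and 646 with a pig left out. No alternative brought a probeset to an adjusted p under 0.05 (893 at unadjusted p under 0.05 in limma); without high RFI pig 434, 1 passed (range 0 to 1). The interaction count of 1341 lay between 1002 and 1471 over the alternatives, between 932 and 1513 with a litter left out and between 1067 and 1672 with a pig left out. Of the 67 named genes over the alternatives, 1007 of 1072 values kept their call, 63 lost the threshold and 2 reversed. Among the 1007, 8 values that passed in neither setting changed sign. The 2 that reversed, with the mean of a gene's probesets, were ERG (-0.066) and BUB1 (-0.0031). The count of named genes at p under 0.05 was 59, and 33 to 51 with one litter or pig left out; without litter 1410 it was 37, without 1417 it was 33 and without 1435 it was 38. The litter effect rose from 21 to 41 probesets and the sex effect from 1 to 4 with no filter. Those with a sex effect then included a probeset of EIF2S3 and 1 without a symbol that the filter had left out (adjusted p = 0.0120 and 0.0145 from limma).

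The 4 called lists depended most on the processing: the number was 0 with the litter-by-sex pair as replicate block, quantile normalization, the smooth muscle score and an estimated correlation, 6 with the mean of a gene's probesets, and 0 to 8 with one litter or pig left out (0 without litter 1411, 8 without high RFI pig 434). Fry, which tests another hypothesis (a list against no change), called 0 lists. Apart from these lists, the pair as block changed no call of a list. Adjusted p of the lists:
4-hydroxyproline degradation was 0.0870 with no replicate block, 0.0592 with the pair, 0.0904 with a random block, 0.0506 with trend, 0.0850 with quantile normalization, 0.0531 with smooth muscle, 0.0513 with fibroblasts, 0.436 with an estimated correlation and 0.0705 with fry.
The list of cytotoxic and natural killer cells was 0.0592 with the pair, 0.0550 with array weights, 0.0850 with quantile normalization, 0.0541 with smooth muscle, 0.0574 with fibroblasts, 0.436 with an estimated correlation and 0.757 with fry.
The list of mitochondrial oxidative phosphorylation was 0.0592, 0.125, 0.0531, 0.767 and 0.922 with the pair, quantile normalization, smooth muscle, an estimated correlation and fry, and T cells 0.0592, 0.0850, 0.0531, 0.767 and 0.922.
With one litter or pig left out, the adjusted p ranged over 0.0196 to 0.197 for 4-hydroxyproline, 0.00018 to 0.235 for T cells, 0.00544 to 0.272 for cytotoxic cells, 0.00328 to 0.256 for oxidative phosphorylation and 0.0284 to 0.982 for dendritic cell and natural killer cell crosstalk. Of the lists not called, DNA repair was called with the mean of a gene's probesets (0.0454), antigen presentation with the fibroblast and matrix score (0.025), without litter 1435 (0.0307) and without high RFI pig 434 (0.0156), and oxidative stress without litter 1435 (0.0284) and without pig 434 (0.0424). The cause of these changes was not tested. Probesets near the filter's mean limit carry little signal over background.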

Differences from the paper's values

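The paper reports 965 annotated genes among the differentially abundant probesets of the ileum; here the 893 probesets stood for 553 genes at the same threshold of unadjusted p under 0.05. None of the 15 alternatives set before the data were examined came within 1.5 times of the paper's number (405 to 614). With one litter or pig left out, 2 of 25 settings did, without litter 1411 (683) and without high RFI pig 415 (646). The fibroblast and matrix score as covariate, chosen after seeing the values, gave 660; how many of the paper's own genes it drops is unknown, since their list was not used here. The gene names here come from the platform annotation, and 321 of the 893 probesets carry none.

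The paper names nitric oxide synthase signalling and the crosstalk of dendritic and natural killer cells as enriched in the ileum. Here these lists, rebuilt by hand, were not called (adjusted p = 0.966 and 0.188 by camera), except the crosstalk list without litter 1435 (0.0284) and without pig 434 (0.0424). Chondroitin and dermatan biosynthesis was not called (0.922), whereas 4-hydroxyproline degradation was (0.0375). The latter call was lost with an estimated correlation (0.436) and with the litter-by-sex pair as block (0.0592). It was also lost with the sow left out or as a random block, with a trend in eBayes and with renewed quantile normalization. The smooth muscle score and the fibroblast and matrix score as covariate ended it as well. The paper's enrichment tested the called genes against a software's own lists, which is another test than camera.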

Other observations

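The test of separation was planned, the splits for litter, sex and the interaction were chosen after their results were seen, and the naming of genes outside the rule was done after their values were seen.

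Of 188 measured cell type markers in 16 lists, 5 were higher and 10 lower at p under 0.05, where chance gives 9.4, and none passed adjusted over these markers alone. Neurotensin, NTS, a hormone of enteroendocrine cells in the ileum, was higher (log2 fold change 0.43, standard error 0.20, p = 0.0482), and ISL1 (-0.29, p = 0.0388) and PCSK1N (-0.25, p = 0.0281) of the same cells were lower. Of 12 fibroblast and matrix genes, COL1A1 was higher (0.39, p = 0.0166) and COL6A3 (-0.58, p = 0.0133) and ELN (-0.18, p = 0.0343) were lower. ACTA2 of smooth muscle was lower (-0.62, p = 0.0254), as were the crypt gene ZNRF3 (-0.23, p = 0.0324), GATA2 of mast cells (-0.19, p = 0.0353) and CEL of the pancreatic exocrine list (-0.27, p = 0.0411), and the endothelial gene ERG was higher (0.23, p = 0.0180), with 1 high RFI pig (405) far above the others of its group; the mean of the ERG probesets had the opposite sign (-0.066). Every one of these had an adjusted p of 1.00 over all probesets. Of 18 mucin and goblet cell genes, KLF4 was lower (-0.20, p = 0.0155), MUC2 had a log2 fold change of -0.07 (p = 0.764), and no member of the lists of tight junctions (27 genes) and antimicrobial proteins (12 genes) passed. The calls of NTS, ISL1, PCSK1N, COL1A1, ELN, ERG and KLF4 were not kept in every alternative setting, and for ISL1 1 low RFI pig (401) lay far below the others of its group.

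The litters differed in 1 of the cell type marker scores. The endothelial marker score had 70.2% of its variance between the 5 litters (permutation adjusted p = 0.0392 over 47 lists), and no other cell type list passed. Of 100 exchanges of pigs between litters within sex and RFI group, only the real one gave as many as 21 probesets with a litter effect (highest other 2). At unadjusted p under 0.05 in limma, the real litters gave 2848 probesets and another exchange gave up to 2693. That test was chosen after the litter effect was seen and rests on 100 exchanges, so chance is made unlikely but cannot be excluded.

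For the caecum the paper reports that the complement pathway was predicted to be activated in low RFI pigs. In the ileum, the 18 complement genes had a median log2 fold change of -0.01 (camera, adjusted p = 0.867). Among 25 autophagy genes none passed (adjusted p = 0.540).

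The interaction of RFI group and sex had 1341 probesets at p under 0.05, where 1107 are expected with no effect, and none at an adjusted p under 0.05 (limma, smallest 0.784). Of 100 swaps of sex within litter and RFI group, 30 gave a count as large (highest other 2248), so chance cannot be excluded. Within females 760 probesets passed p under 0.05 and within males 1601, of which 43 passed in both with the same sign and 37 with opposite signs. No named gene had an interaction at an adjusted p under 0.05 (smallest over them 0.774); at unadjusted p, PLTP (log2 fold change -0.01 in females and -1.22 in males, p = 0.0169) and NTS (0.02 and 0.84, p = 0.0451) passed.

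Sex labels were checked on the X chromosome. With no filter, EIF2S3, a translation initiation factor gene that the annotation places on the X chromosome, had 1 probeset lower in females (1.98 ± 0.42 against 3.43 ± 0.45, SD, n = 10 each, adjusted p = 0.0120) and 1 higher (6.38 ± 0.18 against 5.75 ± 0.21, SD, n = 10 each, adjusted p = 0.0404). The first lay between 1.37 and 2.60 in females and between 2.74 and 3.93 in males, with no overlap. The 4 probesets of KDM6A and ZFX, also placed on the X chromosome, were higher in females (largest p = 0.0412, smallest adjusted p = 0.121). EIF1AY, which the annotation places on the Y chromosome, was also higher in females (6.86 ± 0.27 against 6.33 ± 0.28, SD, n = 10 each, p = 0.000659, adjusted p = 0.501), against what its place predicts, and whether the probeset reads another gene was not tested. After the filter 1 probeset passed, and of 100 swaps of sex within litter and RFI group 2 gave as many (highest other 1).

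The paper shows the RFI groups apart on variables selected by sPLS from the genera and from genes that had passed the test between the RFI groups. On the first 2 components of the 893 probesets chosen here, the distance of the group means over the spread was 3.43. Swaps of RFI within pairs, each with its own chosen probesets, gave a value as large in 9 of 100 (highest other 3.59), so chance cannot be excluded, and selection of probesets by the same grouping may give a separation of this size.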
